A study of Mus musculus with 8 samples. Its data were reported in "Loss of the Ash2l subunit of histone H3K4 methyltransferase complexes reduces chromatin accessibility at promoters" (2022).

How the data were processed

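CTCF ChIP-seq was performed by the authors in immortalised mouse embryo fibroblasts with floxed Ash2l alleles and a Cre-ER transgene, treated with 4-hydroxytamoxifen (+HOT, 5 nM) or vehicle (-HOT) for 7 days. The groups were taken from the sample titles: 2 immunoprecipitations and 2 inputs for each treatment. The inputs were not analysed here. According to the methods of the study, reads were trimmed with Trim_Galore and mapped to mm9 with BWA; unmapped reads, duplicates and reads in blacklisted regions were discarded, and narrow peaks were called with MACS2. The submitters' processing notes name BWA, SAMtools, MACS2, deepTools and DESeq2. Tool versions, the counting tool, and whether peaks were called per library or on pooled reads are not given in the sources used here.

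The deposited table holds raw read counts per site for 4 libraries, which were not normalised by the authors. It also holds a mean normalised signal per site, which the authors obtained with DESeq2 and which was not used in a test here. A log2 fold change of vehicle over HOT and adjusted p-values from DESeq2 were deposited by the authors as well; the sign was turned where it was used, so that gained means higher in +HOT. The authors' adjusted p was present for 59645 sites. The authors further deposited lists of gained and lost sites with HOMER annotation, and these matched the table at an adjusted p below 0.05 and an absolute log2 fold change above 1. The library columns are numbered R1 and R3, whereas the titles say R1 and R2. Columns were therefore assigned to groups only, and the numbers paired no libraries. Of 8 columns of per-library values, the 4 of raw counts were used, and 4 columns of values normalised by the authors were not used here.

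Counts as deposited were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10, robust fit). Values were adjusted by Benjamini-Hochberg over 99560 sites. A site was gained or lost at an adjusted p below 0.05 and an absolute log2FC above 1. The standard error is the absolute log2FC divided by the square root of F. The square root of the common dispersion was 0.0476. Normalised reads are counts divided by the effective size of their library and multiplied by the mean effective size of the 4 libraries. Medians per library used log2 of CPM plus a pseudocount of 0.5. Site reads ranged from 3126722 to 9280701 per library. The chi-square over its degrees of freedom was 1.09 between the -HOT libraries and 1.41 between the +HOT libraries. Sampling alone gives a value near 1, so the -HOT libraries differed little more than that. Each library was entered separately, although the study calls them technical replicates.

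Sites were placed on NCBIM37, the assembly of mm9, and GENCODE vM1 by their centre; coordinates are 1-based. The nearest TSS was taken from protein-coding, lincRNA and processed transcripts. Promoter sites lie within 3000 bp of it, and the rest are intragenic or intergenic. The promoter call was the same as that of HOMER at 95.5% of the listed sites. A site was called CpG-island-like when the 500 bp at its centre had over 50% GC and an observed over expected CpG ratio over 0.6. A CTCF matrix of 20 positions was built from consensus matches in the 5000 strongest sites, and its threshold was passed by 5.00% of shuffled site sequences and 76.2% of sites. Shares were compared with Fisher's exact test (scipy 1.17.1), two-sided, adjusted within each family of tests. Repeat annotation was used for the deposited lists only, so gained and lost lists were compared with each other and not with uncalled sites, which departs from the planned comparison.

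The sites named were fixed by rule at the same time as the gene lists. Among called sites with no overlap between the groups and a mean of at least 20 normalised reads, these were the 10 lost promoter, 5 lost non-promoter, 10 gained non-promoter and 5 gained promoter sites with the smallest p. For each of the 13 gene lists, up to 4 called promoter sites with the smallest p were added, or 1 site if none was called. A locus on chromosome 12 named by the study, and the strongest sites of Ash2l, H19 and Ctcf, completed the set. Of these sites, 1 is not reported here.

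On simulated counts for the 99560 sites, with 200 sites changed, the edgeR test recovered 62% of sites changed 2.5-fold with 2 unchanged sites called, and 80.5% of sites changed 4-fold with 5 unchanged sites called. When a trend with site strength was added to the simulated +HOT libraries, TMM scaling called 1142 unchanged sites at 2.5-fold and scaling along site strength called 2. The matched draws were tested on simulated sites as well; with no true difference 4.00% fell outside the central range. Alternatives chosen beforehand were DESeq2 1.42.0, DESeq2 size factors, total counts, other count filters and fold thresholds, a replicate block, other promoter windows, the authors' lists, 1 site per 10 kb, and leaving out each library. Scaling of the libraries along site strength (lowess with a span of 0.3), then along GC, thinning to 1 total, other sets of TSSs, gene list counts under these scalings, and a test on gained shares of the lists were added after seeing the data.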

Results

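CTCF, the zinc finger protein that binds insulators and chromatin loop anchors, was mapped by ChIP-seq in immortalised mouse embryo fibroblasts (iMEF) of the Ash2l-floxed, Cre-ER genotype. Ash2l is a core subunit of the KMT2 complexes, which methylate lysine 4 of histone H3. Cells received 4-hydroxytamoxifen at 5 nM for 7 days (+HOT), which activates the Cre-ER recombinase that removes exon 4 of Ash2l, or vehicle (-HOT). The series holds 8 samples, of which 4 are CTCF immunoprecipitations (2 +HOT and 2 -HOT) and 4 are inputs. Values per library were used for the 4 immunoprecipitations, which the deposited table numbers R1 and R3. The table lists 104008 sites on mm9. The -HOT libraries held 4221752 (R1) and 3126722 (R3) reads in sites, and the +HOT libraries 9280701 (R1) and 7653295 (R3). Across sites, log2 CPM correlated with r = 0.927 between both -HOT libraries and r = 0.959 between both +HOT libraries; sites are not independent replicates. The study calls the libraries technical replicates, and they come from 1 cell line, so p-values measure only the spread between these samples, which may be technical. Reads at a site are given below as normalised reads with mean ± SD, n = 2 per group, and positions are on mm9.

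The targeted gene came first. At Ash2l (chromosome 8, minus strand), 13 tested sites had this gene as the nearest one, and none was gained or lost by edgeR. The site over exon 4, at 26946472 to 26946648, held 14.8 ± 4.04 normalised reads in -HOT and 10.7 ± 5.87 in +HOT (log2FC -0.54, SE 0.52, edgeR adjusted p = 0.543). A difference was not detectable with these counts. The strongest of these sites, at 26950812 to 26951248 and 45.3 ± 20.4 against 23.6 ± 3.00 normalised reads, had a log2FC of -0.89 (edgeR adjusted p = 0.0321), short of the fold threshold. Of the 16 coding exons of Ash2l, 12 carried a site, and sites covered 79.6% of its coding bases against 9.33% of its intron bases. Summed over the 11 sites that overlap a coding exon, normalised reads were 296 and 261 in -HOT (278 ± 24.7), and 121 (R1) and 294 (R3) in +HOT (208 ± 122). Without the +HOT library R3, 4 of the 13 sites were lost, with log2FC between -2.99 and -1.01, and 1 was lost without either -HOT library (log2FC -1.35 without R1 and -1.75 without R3). With scaling along site strength, size factors or the replicate number as a block, 1 site was lost (log2FC -1.05, -1.40 and -1.45). Sites outside exon 4 do not check the deletion. The exon 4 site would not check it either if its reads came from spliced Ash2l sequence, a possibility left open below.

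**Figure D1:**
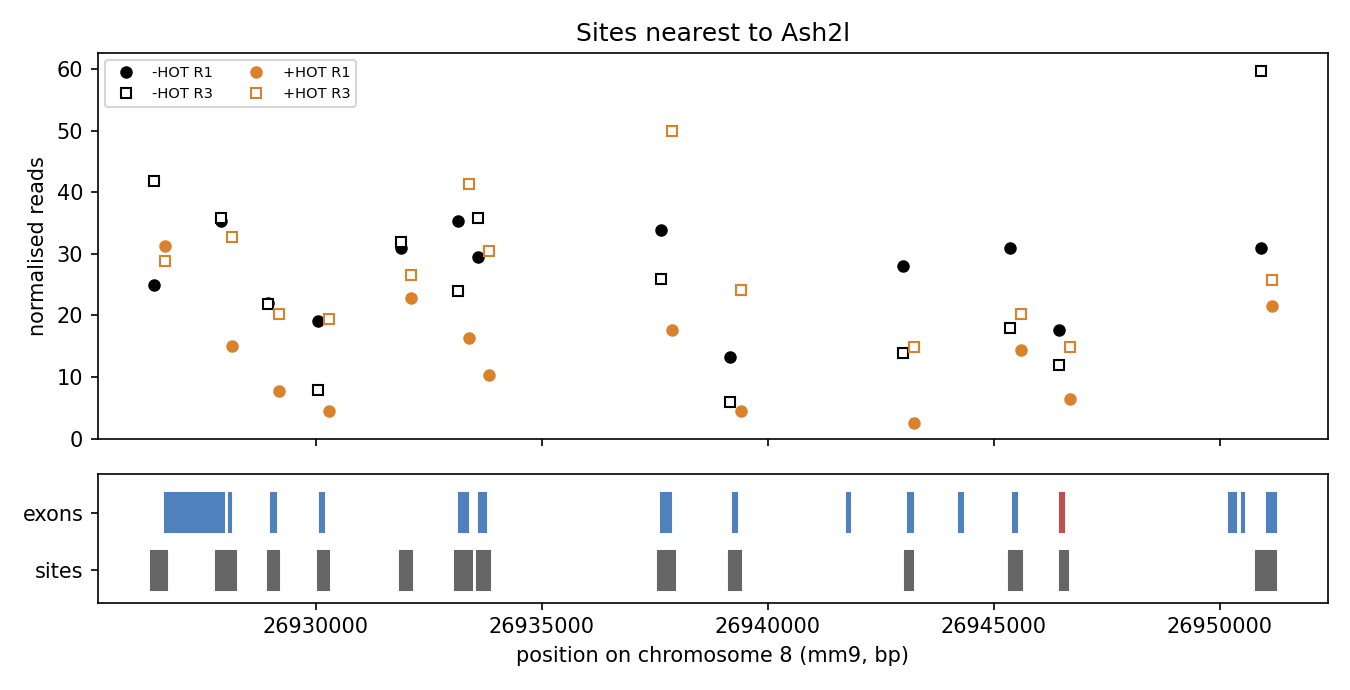
Normalised reads per library (y axis, upper panel) at the 13 sites nearest to Ash2l, and the exons of Ash2l with these sites (lower panel, to scale), against the position on chromosome 8 in bp (mm9); each point is 1 library, with R1 as filled circles and R3 as open squares, -HOT in black and +HOT in orange, set slightly to either side of the site centre, and exon 4 is red. Most sites lie on exons, and at the exon 4 site the groups overlap.

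The first comparison asked which CTCF binding sites changed upon HOT treatment. After 7 days of HOT, 3878 sites had gained and 1491 sites had lost CTCF ChIP-seq reads among 99560 tested sites. The inputs were not analysed, so a change in reads is not by itself a change in CTCF binding. At a gained site in an intron of Shank2, which encodes a postsynaptic scaffold protein, normalised reads rose from 86.9 ± 1.89 to 326 ± 61.5. At a lost site in the promoter of Nup62, which encodes a nuclear pore protein, they fell from 204 ± 12.9 to 54.2 ± 1.64. The thresholds were an edgeR quasi-likelihood adjusted p below 0.05 and an absolute log2FC above 1. Without the fold threshold, 9413 sites were higher and 9036 lower in +HOT. This balance turned with DESeq2 size factors (8835 and 10125), DESeq2 (2527 and 3241), no count filter (9419 and 9491), and a mean of at least 20 counts (9494 and 10261). It also turned without the -HOT library R1 (4109 and 4677) or R3 (5773 and 6143). Groups did not overlap at 56.8% of all tested sites, where chance gives 33.3%. The fold changes of the libraries numbered R1 and of those numbered R3 correlated with r = 0.475 across sites, and had the same sign at 67.2% of the sites not called. With the numbers paired the other way these values were 0.448 and 65.6%. The gained share of called sites, 72.2%, depended on the scaling of the libraries. When the libraries were scaled along site strength, 2244 sites were gained and 2039 lost, a gained share of 52.4%, and 55.7% were gained when they were scaled along strength and GC. DESeq2, which gave an adjusted p at 57629 sites, called 1685 gained and 699 lost sites. It gave none at 1297 of the sites gained and 683 of those lost by edgeR.

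The promoter losses with the smallest p were found at genes of varied function. Promoter sites are those within 3000 bp of the nearest TSS. The Nup62 site (chromosome 7, 52073449 to 52073903, in an intron annotated to Il4i1 and Nup62) had a log2FC of -1.92 (SE 0.16, edgeR adjusted p = 3.62e-15). At Zfp697, a zinc finger gene (chromosome 3, 98185530 to 98185978, upstream of the TSS), reads fell 4.98-fold, from 101 ± 21.6 to 20.1 ± 7.48. Inpp5k, encoding an inositol polyphosphate phosphatase (chromosome 11, 75445089 to 75445488, intron), fell 3.61-fold, from 135 ± 1.06 to 36.8 ± 7.87. Bsg, encoding the membrane protein basigin (chromosome 10, 79167121 to 79167794, intron), fell 3.09-fold, from 153 ± 14.1 to 49.4 ± 10.3. Hira, encoding a histone chaperone (chromosome 16, 18877694 to 18878513, intron), fell 2.70-fold, from 222 ± 4.07 to 81.6 ± 6.19. Cdc34, encoding a ubiquitin-conjugating enzyme (chromosome 10, 79145450 to 79146421, intron), fell 2.49-fold, from 261 ± 13.6 to 103 ± 25.1. Gm13261, whose site lies in an intron of Sfmbt2 (chromosome 2, 10295963 to 10296661), fell 2.49-fold, and Fam198b (chromosome 3, 79690538 to 79691036, coding exon) fell 2.42-fold. The site at Sfi1, which encodes a centrosomal protein (chromosome 11, 3092962 to 3093247, intron), fell 2.25-fold, and that at 2610005L07Rik (chromosome 8, 20020181 to 20020686) 2.02-fold, from 651 ± 120 to 319 ± 37.5. Over these 10 sites the edgeR adjusted p was at most 2.02e-10. The calls at 2610005L07Rik and Sfi1 ended with scaling along site strength (log2FC -0.43 and -0.86) and without the +HOT library R1 (log2FC -0.89 and log2FC -0.92), and that at 2610005L07Rik without the -HOT library R3 (log2FC -0.85) and with total counts (log2FC -0.96). With scaling along strength and GC, calls ended at these 2 sites (log2FC -0.36 and log2FC -0.67) and at Gm13261 (log2FC -0.98).

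Away from promoters, the losses with the smallest p lay in sequence rich in CpG. On chromosome 17, 3 lost sites between 39979942 and 39982998 were annotated in the authors' deposited list as Rn45s, the 45S pre-ribosomal RNA, a multicopy gene. The largest held 2692 ± 278 normalised reads in -HOT and 1030 ± 24.7 in +HOT (log2FC -1.38, SE 0.06, edgeR adjusted p = 1.30e-31). The other 2 had log2FC values of -1.32 and -1.41. Intergenic losses were also found upstream of Cr2, a complement receptor gene (chromosome 1, 197067635 to 197068093), with 763 ± 118 against 340 ± 22.7 normalised reads, and upstream of Gm20546 (chromosome 17, 36368214 to 36368665), with 686 ± 90.6 against 292 ± 2.99. With scaling along site strength the log2FC of these 5 sites lay between -0.92 and -0.41, short of the fold threshold. With scaling along strength and GC it lay between -0.42 and 0.098, and the largest Rn45s site no longer fell (log2FC 0.098, edgeR adjusted p = 0.200). Reads from repeated copies cannot be placed, so the Rn45s values are uncertain.

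Gained sites outside promoters lay in introns and intergenic sequence. The Shank2 site (chromosome 7, 151267067 to 151267867, intron) had a log2FC of 1.89 (SE 0.14, edgeR adjusted p = 2.36e-17). An intron of Lmo3, encoding a LIM-only transcription cofactor (chromosome 6, 138426063 to 138426594), rose 3.60-fold, from 49.4 ± 3.31 to 177 ± 3.98. An intron of Adck1 (chromosome 12, 89607012 to 89607485) rose 3.91-fold, from 56.9 ± 9.68 to 222 ± 60.3. An intron of Snx29, with Gm4279 as the nearest TSS (chromosome 16, 11670202 to 11670963), rose 2.70-fold, from 92.0 ± 17.6 to 255 ± 35.0. A site in an intron of Ctcfl, the germline paralogue of Ctcf, with 1300015D01Rik as the nearest TSS (chromosome 2, 172922622 to 172923329), rose 2.29-fold, from 151 ± 3.32 to 347 ± 30.0. The remaining sites were intergenic, with 4930448E22Rik (3.95-fold), Arid1b (3.50-fold), Gm13470 (3.29-fold), Olfm4 (2.82-fold) and Slc44a5 (2.33-fold) as nearest genes. Across these 10 sites the edgeR adjusted p was at most 2.16e-10. Among gained promoter sites, the smallest p was found at that nearest to Shh, encoding the sonic hedgehog morphogen (chromosome 5, 28795964 to 28796809), with 60.2 ± 14.7 against 212 ± 0.802 normalised reads. They further included Cd209c (4.00-fold), Tub (2.72-fold) and Myod1, the myogenic transcription factor (2.24-fold, UTR, chromosome 7, 53633554 to 53634783). The Myod1 call ended without the -HOT library R1 (log2FC 0.93), and after thinning to 1 total, where it fell just short of the fold threshold. A locus on chromosome 12 near Nrxn3, which the study had examined by ChIP-qPCR as a gained site, rose from 22.5 ± 4.78 to 59.9 ± 6.43 (log2FC 1.45, edgeR adjusted p = 0.000144).

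**Figure D2:**
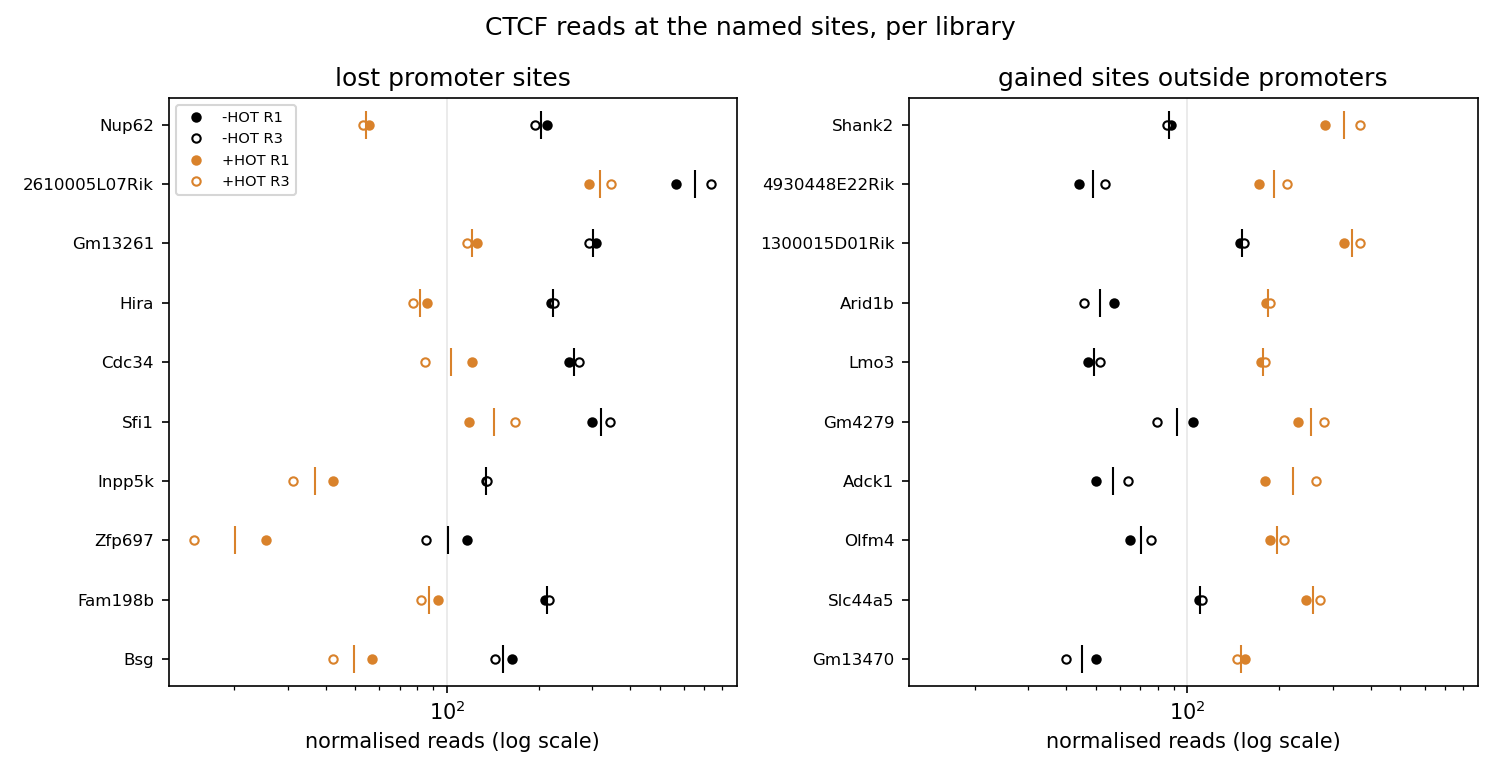
Normalised reads per library on a log scale (x axis) at the 10 lost promoter sites (left) and the 10 gained sites outside promoters (right), named by the nearest gene, with R1 as filled and R3 as open points, vertical bars for the group means, -HOT in black and +HOT in orange. The sites were chosen among those without overlap between the groups, and means were 204 against 54.2 at Nup62 and 86.9 against 326 at Shank2.

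The second comparison asked where in the genome these sites lie. Lost sites were concentrated at promoters, and gained sites lay mostly in intergenic regions. Of the lost sites, 1040 of 1491 (69.8%, 95% Wilson interval 67.4 to 72.0) were promoter sites, against 18.9% of the sites that were not called. Of the gained sites, 2493 of 3878 (64.3%, interval 62.8 to 65.8) were intergenic, against 41.9% of the sites not called, and 6.21% were at promoters. Intragenic sites made up 29.5% of gained and 15.8% of lost sites, against 39.1%. Each of the 6 shares differed from that of the sites not called by Fisher's exact test, two-sided, with Benjamini-Hochberg adjusted p of at most 1.17e-34. Intervals cover counting error only, and neighbouring sites are not independent.

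**Figure D3:**
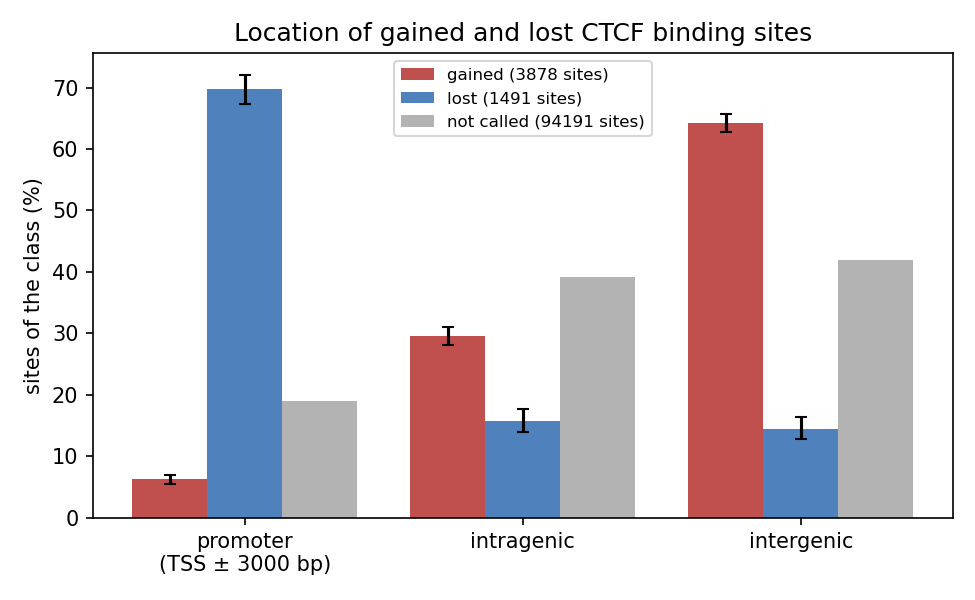
Share of gained, lost and not called sites (y axis, percent of the sites of each class) in promoters, intragenic and intergenic regions; error bars on gained and lost sites are 95% Wilson intervals. Lost sites reach 69.8% at promoters and gained sites 64.3% in intergenic regions.

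Losses at promoters lay close to the TSS. Of the 1040 lost promoter sites, 720 were within 1000 bp, 248 in the next interval of that width and 72 in the outermost one. The share within 1000 bp was 69.2%, against 48.8% of the promoter sites that were not called (Fisher's exact test, two-sided, p = 2.45e-38). Of the gained promoter sites, 83, 73 and 85 lay in these intervals, and the share within 1000 bp was 34.4% (Fisher's exact test, two-sided, p = 9.12e-06). With scaling along strength and GC the share of gained promoter sites was 41.7% and no longer passed (Fisher's exact test, p = 0.0789). Lost promoter sites lay downstream of the TSS in 65.9% of cases, against 46.5% of the promoter sites not called. With no fold threshold these shares were 50.4% and 46.9%, and the difference was not tested.

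Promoter sites shifted as a class, although their gap to other locations depended on site strength. Promoter sites held 24.4% and 24.7% of the site reads in the -HOT libraries (24.5 ± 0.219%) and 21.0% and 20.9% in the +HOT libraries (21.0 ± 0.0566%). The difference of -3.54 percentage points exceeded the spread between replicates. An exact permutation test, two-sided, gave p = 0.333, which is the smallest p that 2 libraries against 2 allow. The median log2FC was -0.25 at promoter sites (quartiles -0.52 and 0.081), 0.021 at intragenic sites (quartiles -0.27 and 0.36) and 0.13 at intergenic sites (quartiles -0.20 and 0.52). At sites with a mean over 160 normalised reads, promoter, intragenic and intergenic medians were close, at -0.38, -0.30 and -0.29. Between 40 and 80 normalised reads they were -0.14, 0.25 and 0.43. With scaling along strength and GC the promoter and intergenic medians were -0.14 and 0.059. The intragenic median turned negative with this scaling, with scaling along strength alone and with size factors. Promoter medians of the 2 +HOT libraries, each against the mean of -HOT, were -0.21 and -0.24, and intergenic medians were 0.13 and 0.14. At promoter sites with CpG-island-like sequence the median was -0.44 with a CTCF motif and -0.49 without, against -0.15 and -0.27 at other promoter sites. At CpG-island-like sites outside promoters it was -0.31 and -0.44 in intragenic and -0.32 and -0.35 in intergenic regions. With scaling along site strength, the medians at CpG-island-like sites with and without a motif were -0.31 and -0.56 in promoters, -0.13 and -0.53 in intragenic and -0.059 and -0.32 in intergenic regions.

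The third comparison concerned repeats, which the authors' deposited lists annotate for the sites they hold. B2 SINEs, a rodent repeat family that carries CTCF motifs, were more frequent among gained sites, and CpG islands among lost sites. In the authors' deposited lists, 415 of 1682 gained sites (24.7%) lay in B2 family elements, against 93 of 719 lost sites (12.9%; Fisher's exact test, two-sided, adjusted p = 3.96e-11). SINEs as a whole held 25.9% and 14.5% (adjusted p = 3.44e-10), LINEs 7.91% and 0.278% (adjusted p = 2.77e-18), and LTR elements 7.61% and 0.417% (adjusted p = 1.04e-16). CpG islands held 44 of the lost sites (6.12%) and 0 of the gained ones (adjusted p = 1.76e-23). These shares rest on the label deposited for each site and not on its sequence. By sequence, 22.3% of the sites lost by edgeR were CpG-island-like, against 0.258% of those gained and 5.02% of those not called. Within promoters, where most lost sites lay, the gap to sites not called was smaller. There the CpG-island-like shares were 29.2% of lost, 2.49% of gained and 23.1% of sites not called. Among promoter sites alone the B2 shares were 11.5% of gained and 13.3% of lost sites, with an adjusted p of 0.745. Beyond 3000 bp they were 25.4% and 10.7% (adjusted p = 0.000599).

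The fourth comparison described gene groups fixed before the data were examined, counting promoter sites. At the clustered protocadherins, cell adhesion genes whose promoter choice involves CTCF, 14 of 49 sites were gained and 0 lost. Pcdhb9 rose 4.04-fold, from 16.3 ± 6.12 to 68.3 ± 8.38 normalised reads, Pcdhb10 2.84-fold, Pcdhb6 2.64-fold and Pcdhb12 2.31-fold. The median log2FC of the group was 0.67, and 26 sites were higher and 2 lower at an edgeR adjusted p below 0.05 (32 changed when adjusted over the list alone). When scaled along site strength, 6 sites were gained and 1 lost, and 8 were gained without the -HOT library R1. At ribosomal protein genes 8 of 82 sites were lost and 1 gained, with Rps15 down 4.25-fold (39.5 ± 2.38 to 9.43 ± 3.21), Rpl13a 3.58-fold, Rpl35 2.88-fold and Rpl23a 2.36-fold. Here 39 sites changed at an edgeR adjusted p below 0.05, and 46 when adjusted over the list alone. Among p53 and senescence regulators 5 of 39 sites were lost and 1 gained. Lost sites lay at the cell cycle inhibitor Cdkn2b (3.76-fold, 29.9 ± 2.76 to 7.81 ± 0.0111), the p53 targets Sesn1 (2.89-fold) and Btg2 (2.79-fold), and the lamin gene Lmnb1 (2.02-fold). In this list 15 sites changed, and 16 when adjusted over the list alone. The calls at Pcdhb12 (log2FC 0.99) and Lmnb1 (log2FC -0.57) ended without the -HOT library R1, and that at Lmnb1 also without the +HOT library R1 (log2FC -0.88), with total counts (log2FC -0.96) and after thinning to 1 total (log2FC -0.69). The Pcdhb12 call ended with scaling along strength and GC as well (log2FC 0.99). Among p53 and senescence regulators, 3 sites were lost without the -HOT library R1, and 0 were gained without any one of the 4 libraries. Ribosomal protein genes had 2 gained sites without the -HOT library R1 and 0 without R3. DESeq2 called 10 gained protocadherin sites, 5 lost and 1 gained ribosomal protein sites, and 2 lost and 0 gained sites of p53 and senescence regulators. It gave no adjusted p at Rps15 and Cdkn2b (log2FC -2.11 and -1.96).

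Fibroblast and matrix genes lost 4 of 52 sites, at the collagen gene Col5a2 (log2FC -1.32, 120 ± 15.9 to 47.2 ± 5.04), Cyr61 (2.76-fold), Thy1 (2.41-fold) and Prrx1 (2.13-fold). In this list 20 sites changed, all of them lower, and 25 when adjusted over the list alone. Cell cycle and replication genes lost 3 of 44 sites, at E2f3 (3.17-fold), the licensing factor Cdt1 (2.88-fold) and the phosphatase Cdc25a (2.27-fold), where 13 sites changed, and 15 when adjusted over the list alone. KMT2 complex genes lost 3 of 35 sites, 2 of them at Wdr5, a core subunit (2.57-fold and 3.15-fold), and 1 at Wdr82 (2.63-fold), and 6 sites changed, also when adjusted over the list alone. SASP genes, which encode factors secreted by senescent cells, lost 2 of 43 sites, at Plaur (2.15-fold) and Ereg (2.13-fold), where 11 sites changed, and 15 when adjusted over the list alone. Hox clusters lost 2 of 25 sites, at Hoxa13 (2.16-fold) and Hoxa9 (2.09-fold), and 7 sites changed, also when adjusted over the list alone. Imprinted genes lost 1 of 44 sites, at H13 (2.11-fold), and 7 sites changed, also when adjusted over the list alone. The strongest site of H19, an imprinted gene with a CTCF-bound control region, had a log2FC of -0.12 (edgeR adjusted p = 0.574). CTCF and cohesin genes lost 1 of 25 sites, at Yy1 (2.17-fold), and 9 sites changed, also when adjusted over the list alone. The Ctcf promoter held 294 and 279 normalised reads in -HOT, and 174 and 204 in +HOT (log2FC -0.61, edgeR adjusted p = 2.07e-05, and 0.0778 with scaling along site strength). AP1 factor genes lost 1 of 19 sites, at Maf (2.30-fold), and 4 sites changed, also when adjusted over the list alone. Markers of other lineages lost 0 and gained 1 of 21 sites, at Myod1, and 3 sites changed, also when adjusted over the list alone. The last list holds genes whose promoters the study had examined by ChIP-qPCR for histone H3 and histone marks, not for CTCF. Of the 12 promoter sites of these genes, 1 was lost, at Cdh3 (3.73-fold, 31.6 ± 5.26 to 8.39 ± 1.94), and 1 gained, at Atp9a (log2FC 1.01). In that list 4 sites changed, also when adjusted over the list alone, and as the study chose these genes in such cells the list is not independent evidence. Leaving out 1 library ended some of these calls, either because the log2FC came under the threshold or because the adjusted p rose while the log2FC stayed beyond it. At Cdc25a (log2FC -1.18 with all libraries) the call ended by edgeR without any one of the -HOT libraries R1 (log2FC -0.80) and R3 (log2FC -1.44, adjusted p = 0.0531) and the +HOT libraries R1 (log2FC -1.20, adjusted p = 0.0949) and R3 (log2FC -1.17, adjusted p = 0.111). At Wdr82 (log2FC -1.39) it ended by edgeR without -HOT R1 (log2FC -1.01, adjusted p = 0.531), +HOT R1 (log2FC -1.32, adjusted p = 0.0729) or +HOT R3 (log2FC -1.46, adjusted p = 0.0596), and at Yy1 (log2FC -1.12) without -HOT R1 (log2FC -1.25, adjusted p = 0.0677) or R3 (log2FC -1.03, adjusted p = 0.110). At the Wdr5 site downstream of the TSS (log2FC -1.65) it ended by edgeR without -HOT R3 (log2FC -1.13, adjusted p = 0.508) or +HOT R3 (log2FC -1.43, adjusted p = 0.115). Without -HOT R1, calls also ended by edgeR at Cyr61 (log2FC -1.16, adjusted p = 0.0923), Thy1 (log2FC -0.71), Cdh3 (log2FC -1.71, adjusted p = 0.0904) and Atp9a (log2FC 0.81). Without -HOT R3 they ended at Hoxa13 (log2FC -0.93), Plaur (log2FC -0.99) and Ereg (log2FC -0.95), without +HOT R1 at H13 (log2FC -0.90), and without +HOT R3 at Ereg (log2FC -0.99) and Atp9a (log2FC 0.99). With scaling along site strength the log2FC at Cdc25a was -1.19 and the adjusted p by edgeR 0.0594, and the call at Atp9a ended (log2FC 0.80), as it did with size factors (log2FC 0.99). With scaling along strength and GC, calls ended by edgeR at these 2 sites (log2FC -1.23, adjusted p = 0.0548; log2FC 0.77), the same Wdr5 site (log2FC -1.24, adjusted p = 0.136), Yy1 (log2FC -0.88) and Hoxa13 (log2FC -0.92), and with total counts at Cdc25a (log2FC -1.13, adjusted p = 0.0557). After thinning to 1 total they ended at Hoxa9 (log2FC -0.99), H13 (log2FC -0.91), Yy1 (log2FC -0.93), Ereg (log2FC -0.95) and Prrx1 (log2FC -0.80). Fibroblast and matrix genes had 8 lost sites without +HOT R1 and 2 without -HOT R1, and Hox clusters and SASP genes each had 1 without -HOT R3. Imprinted genes had 2 lost sites without -HOT R3, +HOT R1 or +HOT R3, and 2 gained sites without -HOT R3 or +HOT R1, and other lineages had 2 gained sites without +HOT R1. DESeq2 called 1 lost site in KMT2 complex genes, 2 in cell cycle and replication genes, 0 in CTCF and cohesin genes, and 0 lost and 0 gained sites in the genes examined by ChIP-qPCR. It gave no adjusted p at Wdr82, the Wdr5 site downstream of the TSS, Yy1, Cdc25a and Cdh3, where the log2FC lay between -1.94 and -1.15.

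At both thresholds together, in no list did the share of lost sites differ from that of the other promoter sites (Fisher's exact test on edgeR calls, two-sided). The adjusted p over the 13 lists was at least 0.490, and at least 0.729 with DESeq2 calls, and 0 lists had an unadjusted p below 0.05 with either. The smallest unadjusted p by Fisher's exact test was 0.0589, for p53 and senescence regulators, where 12.8% of sites were lost against 5.43% elsewhere. With random promoter sites matched on strength, the adjusted p over the lists was at least 0.422. Without the +HOT library R1, the unadjusted p by Fisher's exact test was 0.0178 for fibroblast and matrix genes (adjusted 0.231), and for p53 and senescence regulators it was 0.0388 without -HOT R3 (adjusted 0.505) and 0.0398 without +HOT R3 (adjusted 0.517). At an adjusted p below 0.05 with no fold threshold, lower sites were more frequent among ribosomal protein genes (45.1% against 22.4% of other promoter sites; Fisher's exact test, adjusted p = 8.60e-05) and fibroblast and matrix genes (38.5% against 22.5%, adjusted p = 0.0368). They were less frequent at clustered protocadherins (4.08% against 22.5%; Fisher's exact test, adjusted p = 0.00548) and other lineages (0% against 22.5%, adjusted p = 0.0320). Shares without a fold threshold were not matched on site strength or CpG content, and sites of clustered genes are not independent. Ribosomal protein sites had a median log2FC of -0.44. That of CpG-island-like promoter sites was -0.44 with and -0.49 without a motif, so promoter class and gene group were not told apart.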

Values the study reported

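The study reported 101,513 CTCF binding sites in total. At q < 0.05 and log2FC > 1 it reported 719 lost and 1682 gained sites.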

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

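Tests with scaling along site strength, with or without GC, with thinning to 1 total and with other sets of TSSs were added after the data were seen. The counts of gained and lost sites stayed within 1.5 times the reported counts under DESeq2 size factors, total counts, both count filters and thinning. The library numbers shared no deviation (r = 0.0287 across sites), and with the replicate block 3947 sites were gained and 1548 lost. Leaving out 1 library in turn gave 2973 to 4631 gained and 1086 to 1792 lost sites, where the lone library of a group was assumed to vary like the other group. DESeq2 called 1685 gained and 699 lost sites, of which 1685 and 656 were also called by edgeR. It gave an adjusted p at 57629 sites, and none at 1297 gained and 683 lost sites of edgeR. Scaling along site strength gave 2244 gained sites, and along strength and GC 2082. By construction, log2 fold thresholds of 0 and 0.58 gave 9413 and 8443 gained and 9036 and 3495 lost sites. Other pseudocounts and an adjusted p of 0.01 were meant for tables without counts and were not run.

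The promoter share of lost sites was above that of sites not called under each alternative run. The share of gained promoter sites within 1000 bp was 41.7% with scaling along strength and GC, where it no longer passed (Fisher's exact test, p = 0.0789); the cause was not tested. With a promoter window of 1000 bp the difference in promoter share of reads was -2.75 percentage points, since that window holds fewer reads.

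For log2 fold change by location: promoter median, log2 fold change by location: intragenic median and log2 fold change by location: intergenic median, values were -0.28, -0.0031 and 0.10 with size factors, -0.20, 0.071 and 0.18 with total counts, -0.21, -0.025 and 0.079 with scaling along strength, and -0.14, -0.042 and 0.059 along strength and GC. Intragenic and intergenic medians were 0.034 and 0.11 among sites above the median mean, and 0.032 and 0.14 after thinning. The promoter minus intergenic difference was -0.29 with scaling along strength and -0.20 along strength and GC. Leaving out 1 library gave -0.28 to -0.25 at promoters, 0.012 to 0.032 at intragenic and 0.12 to 0.14 at intergenic sites, and a difference of -0.42 to -0.37. The cause of these shifts was not tested.

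With no fold threshold, the lost share was below that of other promoter sites in clustered protocadherins (4.08% against 22.5%) and other lineages (0% against 22.5%), and above it in fibroblast and matrix (38.5% against 22.5%) and ribosomal proteins (45.1% against 22.4%), since smaller changes then count. The largest Rn45s site (nearest gene Pgk2) had a log2FC of 0.098, the opposite sign, with scaling along strength and GC. Of 77 single sites, the calls of 9 ended with DESeq2 (7 for lack of an adjusted p, with log2FC from -2.11 to -1.15), 9 with scaling along strength, and 13 along strength and GC besides the site with the opposite sign. Thinning ended 7 calls among 69 sites. Counts limit weak sites: of simulated sites changed 2.5-fold, 27.3% were recovered below the median strength and 89.3% above it.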

Other observations

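The tests on gained protocadherin sites, on the balance of gained and lost sites, on splits of the libraries, on Ash2l exons, and on motif shares against strength and CpG content were chosen only after the results they concern were seen. At the clustered protocadherin promoters, 28.6% of sites were gained, against 1.19% of the other promoter sites (Fisher's exact test, two-sided, adjusted p = 1.05e-14 over 13 lists). With scaling along site strength the shares were 12.2% and 0.656% (Fisher's exact test, adjusted p = 1.32e-05). The protocadherin genes are clustered, so their sites are neighbours and not independent, and both p-values can be too small. The X chromosome had a median log2FC of 0.18, with 0.18 and 0.20 in the 2 +HOT libraries, each against the mean of -HOT, and 5.89% of its 3072 sites were gained and 0.846% lost. On chromosome 10 the median was -0.082, with 2.67% of sites gained and 2.52% lost. These chromosomes were picked because they had the highest and the lowest median. Gained shares on chromosomes 12 and 14, at 5.33% and 5.34%, were near that of X. The location of the sites was not taken into account. At the thresholds of the study, edgeR called 3878 gained and 1491 lost sites. Both counts are higher than the values quoted from the study above, whereas DESeq2, the tool of the study, called 1685 gained and 699 lost sites on the same counts.

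Above the fold threshold, more sites were gained than lost. At the listed sites, larger read totals in the +HOT libraries do not account for this, since thinning all libraries to 1 total left 72.0% of called sites gained. Thinning left the list of sites as it was. It therefore cannot decide whether the deeper +HOT libraries added sites to that list through peak calling. The median log2FC was -0.32 at sites with a mean over 160 normalised reads, against 0.26 between 40 and 80, and 52.4% of called sites were gained with scaling along site strength. That scaling centres the changes at each strength, so this share decides nothing, and whether the trend is technical or follows the treatment stays open. The real split called 5369 sites and the highest other split 0 (1 of 3 splits gave as many), and 3 splits are too few for a share under 0.05.

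Lost sites lay at promoters. With the libraries scaled along site strength, the promoter share of lost sites was 3.81 times that of sites not called, and with scaling along strength and GC 3.43 times. Sites not called that were matched on GC lay at promoters in 33.5% of cases, against 69.9% of the lost sites, so the values argue against each of these as the whole cause. A loss of CTCF at promoters that goes with HOT treatment may be the source, which the study also proposes and which was not tested here. The study measured CTCF by separate ChIP-qPCR at a few selected loci, lost sites among them. It reported that the changes were reproducible there. For the other promoters, without the inputs, fewer reads are not shown here to be less bound CTCF. Lost promoter sites carried a CTCF motif in 48.8% of cases, against 66.7% of sites not called matched on strength and CpG content and 66.5% of those matched on length. This was not particular to promoters. Without matching, lost sites carried it in 53.2% against 79.6% in intragenic and 36.1% against 77.6% in intergenic regions. Gained sites carried it in 80.8%, against 77.0% of sites matched on strength and location. Unmatched, gained shares were 77.2% against 72.3% at promoters, 80.3% against 79.6% in intragenic and 81.3% against 77.6% in intergenic regions. Only the intergenic difference passed (Fisher's exact test, adjusted p = 1.44e-05).

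Sites lay on the coding exons of Ash2l. A site overlapped 75% of them, the highest share among 7734 genes with at least 10 coding exons, whose median was 0% and 99th percentile 25%. Peaks along the whole gene do not account for this, since the covered share of intron bases was 11.7% of that of coding bases. Spliced Ash2l sequence among the reads, as from a cDNA or plasmid, is a candidate explanation with which the exon share is in line. Its source stays open, and reads at these exons would then not report the genomic locus.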
